A study of Mus musculus with 2 samples. Its data were reported in "XPR1 regulates fetal liver macrophage development, identity, and pyrenocyte clearance" (2025).

How the data were processed

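CD45+ Lin− cells were sorted from E15.5 FL of 3 pooled Xpr1fl/fl embryos and 3 pooled Vav1Cre Xpr1fl/fl embryos, and about 17000 cells of each pool were loaded for droplet-based 3′ single-cell RNA-seq. The authors made the deposited UMI counts with Cell Ranger 7.1.0 on the mm10 genome, according to the submitters' processing notes. The gene annotation version and the handling of intronic reads are not given in the sources used here. The deposited values were whole-number counts per gene and barcode, not normalized, for 25906 genes in 9139 control and 8733 Cre+ barcodes. The lowest barcode totals were 500 and 501 UMIs, so barcodes below about that depth had been removed before. No deposited cell annotation was used, so all cell classes were rebuilt here, and a difference from the study can come from rebuilt names.

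As in the study, cells were filtered by median absolute deviations and by ribosomal protein share. The limits, chosen here except for the ribosomal share, were set per library at 3 deviations from the median of log10 UMIs and log10 genes on either side and above the median in mitochondrial percentage, and at a ribosomal protein share above 70%. The lower limits came to 3232 and 1222 UMIs and to 1794 and 949 genes, and the mitochondrial limits to 6.00% and 6.25%. In the control library 1460 barcodes failed on UMIs, 1688 on genes and 1418 on mitochondrial percentage, and in the Cre+ library 698, 1196 and 1282. No barcode failed on ribosomal share. Doublets were scored with Scrublet in scanpy 1.11.5, in place of the study's caller. It marked 226 of 6915 control barcodes (3.27%), but only 2 of 6586 Cre+ barcodes (0.0304%), which means that it had not worked there. By a rule fixed for that case, the 347 Cre+ barcodes with the highest scores were removed, at 0.8% per 1000 barcodes. This left 6689 (73.2%) and 6239 (71.4%) cells.

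Cells of both libraries were clustered together without integration. Counts were scaled to 10000 per cell and log-transformed, and 3000 variable genes, 15 principal components, 20 neighbors and Leiden clustering (leidenalg 0.10.2) at resolution 0.6 were used. Interferon-stimulated, globin, mitochondrially encoded, ribosomal protein and sex-linked genes and Xpr1 were left out of the variable genes, so that classes were not built from those genes, whereas the other lists compared were not left out. Of the 16 clusters, 14 were named from markers of 17 cell types. Markers, gene lists, filters, the rule for named genes and the comparisons were fixed before the data were examined. The exceptions are the comparison of unnamed cluster 1, which came out of the clustering, and the C1q gate as described below. Some markers and list members, such as Timd4, Clec4f, Ccr2, Rxra, Dnase2a and Ifitm3, were named by the study from these same libraries. The medians and percentiles of such lists are therefore not fully independent of these data.

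Several choices were made with the data in view. The naming rule was 1 of several looked at: a cluster needed at least 2 markers of a class, and most of that class, among its top 10 genes by fold, and at least 3 among its top 20. A second rule, at least 3 macrophage and 3 monocyte markers raised 2-fold at 50 CPM or more, was added with the monocyte/macrophage-like cluster in view. The macrophage-like cluster was divided again at resolution 0.5, and sub-clusters led by markers of another class were kept out of it; with them it held 332 control and 110 Cre+ cells (4.96% and 1.76%). Counting the monocyte/macrophage-like cluster in the C1q gate departed from the planned gate of monocyte-like and macrophage-like cells, which left 7 Cre+ cells, fewer than the minimum of 10. In judging whether a list median had moved, the interval used was the exact order-statistic interval of the median over members, taken before the alternatives were run in place of one from resampled counts; it is wider and makes a median more easily count as unmoved, so full ranges are given. Bounds for the transcripts beside the transgene site and for free RNA were set after their values had been seen.

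Counts were summed over the cells of a comparison and expressed as CPM, and ratios are log2((CPM + 1)/(CPM + 1)), which understates differences of low genes. The comparisons were the whole library (15722 genes with at least 20 UMIs in 1 library), monocyte-like cells (750 and 858 cells, 11313 genes), GMP-like cells (788 and 696 cells, 11378 genes), control macrophage-like cells against C1q-positive Cre+ Mo/Macs (226 and 202 cells with median depths of 25068 and 20936 UMIs, 10505 genes), and unnamed cluster 1 (740 and 768 cells). The union of monocyte-like, macrophage-like and monocyte/macrophage-like cells held 997 and 1222 cells, 14.9% and 19.6% of the libraries; in it the interferon-stimulated list had a median of 1.37 and the Kupffer cell identity list −3.51, or −3.69 with C6 and Cd163, which had no Cre+ UMI, at the bound of 3 counts. For each of 25 gene lists (374 of 375 genes found, with 195 of 196 markers), members with at least 20 UMIs in 1 library gave the median, the number at least 1.5-fold higher or lower, and the percentile of the median among 10000 random lists of the same size matched in 25 bins of mean expression. Named genes were the 10 highest and 10 lowest ratios among genes with at least 50 CPM in 1 library, up to 4 list members by level and 4 by ratio, and genes the study named; Dcp2 and Ythdc2 over all cells, Isg15 in Mo/Macs and Commd10 were chosen after their values were seen. Shares of cells with a UMI were taken after thinning each cell to 3000 UMIs. With 1 library per genotype no test was made, and intervals are 95% and cover counting error only. A count of 0 is given with the limit of 3 counts.

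The calculation was tested on simulated counts drawn from the means over all control barcodes. In the whole-library comparison (15880 genes, 50 per fold size), 92% of genes made 4-fold lower, 84% made 2-fold lower, 84% made 2-fold higher and 100% made 4-fold higher passed 1.5-fold, and 0% of the others did. At a lower depth that stood for the monocyte comparison (12470 genes), from the same means, the shares were 100%, 94%, 98% and 100%. Of the others, 0.139% passed. The draws held counting error only, so these shares do not cover variation between cells, pools or libraries. Alternatives covered the cell filter, doublet removal, cells by Y-linked UMIs, the genes and settings of clustering, TMM (edgeR 4.0.16) and median-of-ratios (DESeq2 1.42.0) scaling of the counts, means over cells, the pseudocount, the UMI minimum, the thinning depth and the C1q gate. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3. Coordinates are from a gene table of GRCm38.p6, the assembly that mm10 names.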

Results

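Single-cell RNA-seq was performed on CD45+ Lin− cells from E15.5 mouse fetal liver (FL), the organ in which definitive blood cells form before birth. The lineage markers excluded by the sort were CD19, CD3, B220, Ter119, CD49b and CD90.2, so mature lymphocytes, NK cells and red cells were depleted before loading. The control library came from 3 pooled Xpr1fl/fl embryos, and the Cre+ library from 3 pooled Vav1Cre Xpr1fl/fl embryos, in which Cre is active in all hematopoietic cells. Xpr1 encodes the phosphate exporter, and the design asks which FL populations and which of their transcripts differ when it is deleted in blood cells. The control library held 9139 barcodes with 237065312 UMIs in total and a median of 25868 UMIs and 5139 genes per barcode. The Cre+ library held 8733 barcodes with 180498775 UMIs in total and a median of 19250 UMIs and 4279 genes. After filtering, 6689 control cells (215795576 UMIs) and 6239 Cre+ cells (158757219 UMIs) were analyzed, with median depths of 30401 and 24041 UMIs per cell. Each genotype had 1 library, so no difference has a replicate check and no test between genotypes was possible. Expression is given as summed UMIs in CPM, a gene's UMIs relative to all UMIs of the cells compared, and paired values are ordered control then Cre+ throughout. Ranges in parentheses are 95% exact Poisson intervals for CPM and exact Clopper-Pearson intervals for shares of cells, and they cover counting error only.

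Xpr1 mRNA was present in both libraries, at 71.7 CPM (70.5–72.8) and 56.3 CPM (55.2–57.5) over all cells. Xpr1 (ENSMUSG00000026469) is a protein-coding gene at chromosome 1, 155275657–155417444, in the mm10 assembly (GRCm38.p6), from which all coordinates here are taken. In monocyte-like cells its level was 121 CPM (117–126) and 86.0 CPM (82.1–90.1), and in unnamed cluster 1 it was 97.6 CPM (93.8–102) and 55.6 CPM (52.7–58.6). In B-lymphoid progenitor-like cells the values were 68.3 CPM (63.0–73.9) and 74.6 CPM (66.3–83.7), with overlapping intervals, and in granulocyte-monocyte progenitor (GMP)-like cells 36.3 CPM (34.1–38.7) and 32.7 CPM (30.1–35.4). Control macrophage-like cells had 121 CPM (112–130), and monocyte/macrophage-like cells 61.1 CPM (40.3–88.9; 21 cells) and 41.7 CPM (36.9–46.9; 363 cells). After thinning every cell to 3000 UMIs, 19.4% (18.5–20.4) of control and 15.1% (14.2–16.0) of Cre+ cells had an Xpr1 UMI; unthinned, these shares were 77.6% and 59.5%. Cre removes exon 2, whereas these libraries read mainly the 3′ end of transcripts. Where the Xpr1 reads lie was not examined here, so how far their level checks the genotype labels is not known. The study separately checked the deletion by qRT-PCR at a later embryonic stage. There it found Xpr1 mRNA almost completely lost in FL monocytes sorted from Vav1iCre Xpr1fl/fl embryos.

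To determine which populations differed, all cells were clustered together and clusters were named from fixed markers. Cells with the macrophage markers of control FL were almost absent from the Cre+ library, at 3.38% (2.96–3.84; 226 cells) and 0.0160% (4.06e-04–0.0893; 1 cell) of the kept cells. A monocyte/macrophage-like cluster showed the opposite pattern, with 0.314% (0.194–0.480; 21 cells) and 5.82% (5.25–6.43; 363 cells). Neutrophil-like cells were also more frequent in the Cre+ library, with 18.0% (17.1–18.9; 1204 cells) and 25.6% (24.5–26.7; 1596 cells), and monocyte-like cells to a lesser degree, with 11.2% (10.5–12.0; 750 cells) and 13.8% (12.9–14.6; 858 cells). Stem and multipotent progenitor-like cells were less frequent, with 10.6% (9.92–11.4; 712 cells) and 7.34% (6.71–8.02; 458 cells), as were B-lymphoid progenitor-like cells with 4.46% (3.97–4.98; 298 cells) and 2.37% (2.01–2.78; 148 cells). Between settings, the macrophage-like shares ran from 1.82% to 4.96% and from 0% to 1.76%, the highest of each with mixed sub-clusters kept. The monocyte/macrophage-like shares ran from 0.135% to 1.61% and from 5.30% to 14.8%, the monocyte-like shares from 10.7% to 22.3% and from 11.7% to 27.0%, and the stem and multipotent progenitor-like shares from 7.79% to 18.8% and from 3.65% to 11.8%.

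The monocyte/macrophage-like cluster expressed 8 macrophage and 5 monocyte markers at 2-fold or more over other cells, and its leading genes were immune and stress genes, among them Cxcl10, Isg15, Hmox1, Bcl2a1b, Maf, Msr1 and Rsad2. The interferon-stimulated list was left out of the genes used for clustering, so those members did not build the cluster. Interferon-induced genes outside the list, such as Ifi203 and Ifi35, were not left out, so the cluster is not shown to be independent of the interferon response. Nearly all of its cells came from 1 library, so the cluster is a state seen in that library and is not shown to be a separate cell type. Of the control macrophage-like cells, 28 formed a shallower sub-cluster led by Marco and Hmox1, with a median of 7294.5 UMIs. Mixed sub-clusters of the macrophage cluster, led by monocyte or neutrophil markers and with median depths of 42119.5 and 40050 UMIs, were kept out of the class and held 1.58% and 1.75% of cells. GMP-like cells were at 11.8% and 11.2%, mast cell and basophil-like cells at 4.54% and 3.54%, dendritic cell-like cells at 1.61% and 1.06% and megakaryocyte-like cells at 1.47% and 0.641%. Erythroid and megakaryocyte-erythroid progenitor-like cells were at 8.31% and 5.91%, but at 0.912% and 1.46% at resolution 0.3 and 0.912% and 1.68% with 30 components, where the direction was the opposite. Between settings, the GMP-like shares ran from 11.6% to 19.8% and from 10.2% to 20.7%. The globin-high cluster of the erythroid class held 0.912% (0.698–1.17; 61 cells) and 1.47% (1.19–1.81; 92 cells), and its progenitor cluster 7.40% (6.78–8.05) and 4.44% (3.94–4.98). At resolution 0.3 and with 30 components the control share of the class equaled that of this globin-high cluster. The class may have lacked the progenitor cluster there, so the opposite direction may not concern the same cells. Unnamed cluster 1 held 11.1% and 12.3% and unnamed cluster 4, led by Slc24a3, Gria3, Mpo and Ctsg, 11.6% and 8.75%. No cluster met the criteria for an eosinophil-like class. The sort sets the denominator of every share, the lower UMI limit was 3232 in the control and 1222 in the Cre+ library, and the libraries differed in depth.

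**Figure D1:**
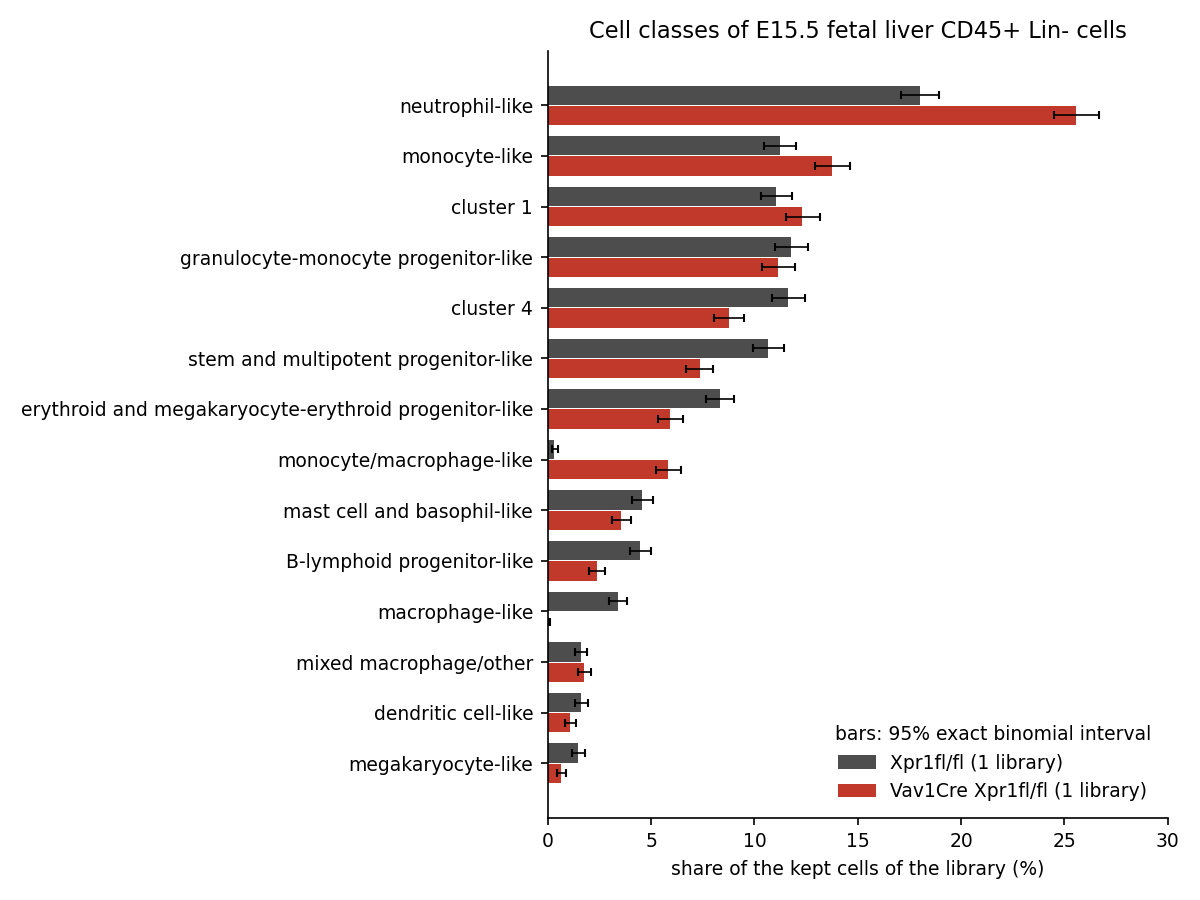
Share of kept cells (x axis, percent) in each cell class (y axis) of the control (gray, 6689 cells) and Cre+ (red, 6239 cells) libraries, 1 library per genotype; black lines are 95% exact binomial intervals. Macrophage-like cells made up 3.38% of control and 0.0160% of Cre+ cells, and monocyte/macrophage-like cells 0.314% and 5.82%.

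The scarcity of cells with these macrophage markers did not depend on the clusters. Timd4, Clec4f, Cd5l, Vsig4, Marco and Vcam1 were used as 6 transcripts of FL macrophages, and each cell was thinned to 3000 UMIs. At least 3 of the 6 transcripts were found in 199 of 6689 control cells, 2.98% (2.58–3.41), and in 0 of 6066 Cre+ cells, which allows a share of up to 0.0495%. Timd4, a phosphatidylserine receptor for apoptotic cells, was detected in 3.26% (2.85–3.71) of control cells and in 0.0165% (4.17e-04–0.0918) of Cre+ cells. Cd5l was detected in 4.11% and 0.0165%, Clec4f in 0.987% and 0 of 6066 cells, and Vsig4 in 0.179% and 0.0330%. Marco and Vcam1 were lower in the Cre+ library but still detected, at 3.21% and 0.709% for Marco and 4.35% and 1.24% for Vcam1. C1q transcripts were less different: at least 2 UMIs of C1qa, C1qb and C1qc together were present in 5.20% (4.68–5.76) of control and 3.73% (3.26–4.23) of Cre+ cells. B-lymphoid progenitor-like cells, which should lack these genes and had median depths of 28684 and 25176 UMIs, gave 0 of 298 and 0 of 147 cells for both measures, allowing up to 1.01% and 2.04%. Singly, thinned control B-lymphoid progenitor-like cells had a Timd4 UMI in 4, a Vcam1 UMI in 2 and a Cd5l UMI in 1 of 298 cells, and the other 3 transcripts in none, whereas the 147 Cre+ cells had none of the 6. Thinning left out 173 Cre+ cells and no control cell; unthinned, at least 3 of the 6 transcripts were in 4.26% and 0% of cells, and at least 2 C1q UMIs in 7.22% (6.61–7.87) and 6.09% (5.51–6.71), with overlapping intervals. Cells with at least 5 C1q UMIs in the macrophage-like, monocyte-like and monocyte/macrophage-like classes made up 3.71% (3.27–4.19; 248 cells) and 3.24% (2.81–3.71; 202 cells), again with overlapping intervals.

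Across all cells, interferon-stimulated genes were higher and genes of Kupffer cell identity lower in the Cre+ library. Of the 56 interferon-stimulated genes, 52 were at least 1.5-fold higher and 0 lower, and the median log2 ratio was 1.26. Isg15, a ubiquitin-like modifier (chromosome 4, 156199424–156200818), was at 8.33 CPM (7.95–8.72) and 92.7 CPM (91.2–94.2), and Ifi27l2a at 48.6 CPM (47.7–49.6) and 441 CPM (438–444). Of the 20 Kupffer cell identity genes, 17 were at least 1.5-fold lower and none higher, with a median of −2.08. Timd4 (chromosome 11, 46810786–46844333) was at 16.0 CPM (15.4–16.5) and 0.164 CPM (0.107–0.240), and Cd5l, a secreted macrophage scavenger protein (chromosome 3, 87357881–87371074), at 71.5 CPM (70.4–72.6) and 0.0441 CPM (0.0177–0.0908).

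Among 10000 matched random lists, the medians of these lists lay at the 100th and 0th percentile, which describes these 2 libraries and is not a test. Both lists hold genes that the study named from these libraries, such as Ifitm3 and Timd4. Further interferon-stimulated genes among the highest ratios were Ifi27 with 16.1 and 89.6 CPM, the restriction factor Ifitm3 with 288 CPM (286–291) and 940.4 CPM (936–945), Bst2 with 81.5 and 225 CPM, Sp100 with 38.7 and 94.9 CPM, Ifi204 with 28.6 and 67.7 CPM and Trim30a with 48.3 and 113 CPM. The chemokine Ccl2 was at 21.0 and 58.8 CPM, and cytokine and chemokine genes had 4 of 22 members at least 1.5-fold higher and 2 lower (median 0.20, percentile 100). MHC class I presentation genes had 7 of 14 higher (median 0.63, percentile 100), and MHC class II genes a median of −0.35 (from −0.58 to −0.19 between settings) with 1 of 9 lower. Monocyte genes had 5 of 16 higher (median 0.38, percentile 100), including Ly6c2 with 255 CPM (253–257) and 486 CPM (483–489), while Csf1r was at 96.1 and 84.9 CPM and Itgam at 107 and 133 CPM. On the lower side, the iron exporter Slc40a1 was at 84.2 CPM (83.0–85.4) and 29.4 CPM (28.6–30.3), Apoe at 487 CPM (484–490.4) and 232 CPM (229.6–234), Selenop at 64.6 and 30.5 CPM, and the complement genes C1qa at 60.4 and 7.39 CPM, C1qb at 96.1 and 39.3 CPM and C1qc at 69.0 and 16.4 CPM. Frmd4b at 61.4 and 19.2 CPM and Prkg1 at 98.2 and 44.5 CPM were also among the lowest ratios, as was Ebf1, a B cell transcription factor, at 51.8 and 24.3 CPM. Whole-library ratios combine the shares of the classes with the level per cell, so they do not by themselves show a change inside cells. Ebf1 leads the B-lymphoid progenitor-like cluster (4.46% and 2.37% of cells), and Prkg1 is a leading gene of the megakaryocyte-like cluster (1.47% and 0.641%). Clec4f was at 4.54 and 0.0441 CPM, Cdh5 at 10.3 and 0.504 CPM, Mrc1 at 26.1 CPM (25.5–26.8) and 3.005 CPM (2.74–3.29), Vcam1 at 40.2 CPM (39.3–41.03) and 5.52 CPM (5.16–5.90) and Hpgd, which degrades prostaglandins, at 46.7 CPM (45.8–47.6) and 16.5 CPM (15.9–17.2). Erythroblastic island macrophage genes had 6 of 16 lower and none higher (median −0.39, percentile 0), and efferocytosis genes 6 of 16 lower and none higher (median −0.35, percentile 0.01). Kupffer cell transcription factors had 3 of 12 lower (median −0.23, percentile 0.97), and the sign of that median reversed among deep cells without a Y-linked UMI. Maf was at 31.3 and 39.5 CPM and Id3 at 69.0 and 73.9 CPM.

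Other groups had few members past 1.5-fold over the whole library, although the medians of glycolysis and hypoxia genes (percentile 100), mitochondrially encoded genes (percentile 0) and the integrated stress response (percentile 99.92) lay at the ends of the matched random lists. Lysosomal nucleases and proteases had a median of 0.01 (1 of 22 higher, 2 lower), and Dnase2a, which digests engulfed DNA, was at 25.9 CPM (25.2–26.6) and 24.5 CPM (23.7–25.3). Nucleic acid sensing genes had a median of 0.02 (1 of 15 higher), phosphate transport and inositol pyrophosphate genes −0.10 (none of 13 past 1.5-fold), and p53 targets and apoptosis genes −0.04 (1 of 17 higher). Heme and iron handling had a median of −0.07 (2 of 17 higher, 2 lower), the integrated stress response 0.11 (1 of 14 higher), and cholesterol and LXR targets 0.04 (3 of 15 lower, percentile 98.29). Proliferation genes had 0.08 (percentile 97.6), dissociation stress genes 0.01, mitochondrially encoded genes −0.20 (from −0.22 to −0.08 between settings) and glycolysis and hypoxia genes 0.35; of these 4 lists, 1 member passed 1.5-fold, a dissociation stress gene that was lower. Globins had a median of 0.15 (percentile 99.03) with 2 of 7 lower, and the sign of that median differed between settings. The 4 Y-linked genes were all lower in the Cre+ library (median −1.06), and 69.2% of control against 39.4% of Cre+ cells above 10000 UMIs had a Y-linked UMI, so the pools differed in their proportion of male cells. The eosinophil genes Epx, with 2.46 CPM (2.26–2.68) and 2.43 CPM (2.19–2.68), and Prg3, with 12.6 CPM (12.2–13.1) and 10.5 CPM (9.97–11.0), were at low levels in both libraries. TMM and median-of-ratios scaling shifted all whole-library log2 ratios by 0.11 and 0.12, and the median of all 15722 genes measured was −0.09.

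Higher interferon-stimulated transcripts were not confined to monocytes. In each of the 8 named classes with at least 50 cells per library, the list was higher in the Cre+ library, with medians of 1.89- to 3.54-fold. The highest medians were in B-lymphoid progenitor-like cells, at 1.82 on the log2 scale (43 of 47 genes at least 1.5-fold higher), and mast cell and basophil-like cells at 1.74. Erythroid progenitor-like cells followed at 1.68, GMP-like cells at 1.61, monocyte-like cells at 1.40, stem and multipotent progenitor-like cells at 1.37 and neutrophil-like cells at 1.36. Dendritic cell-like cells had the lowest median of a named class, 0.92, and the unnamed clusters 4 and 1 had 1.51 and 0.88. The lowest median over the named classes ran from 0.47 to 1.21 between settings.

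In all 11 groups of cells the median lay above all 10000 matched random lists, and no member was 1.5-fold lower in any of them. Macrophage-like and monocyte/macrophage-like cells were not compared within class because 1 library held too few of them.

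**Figure D2:**
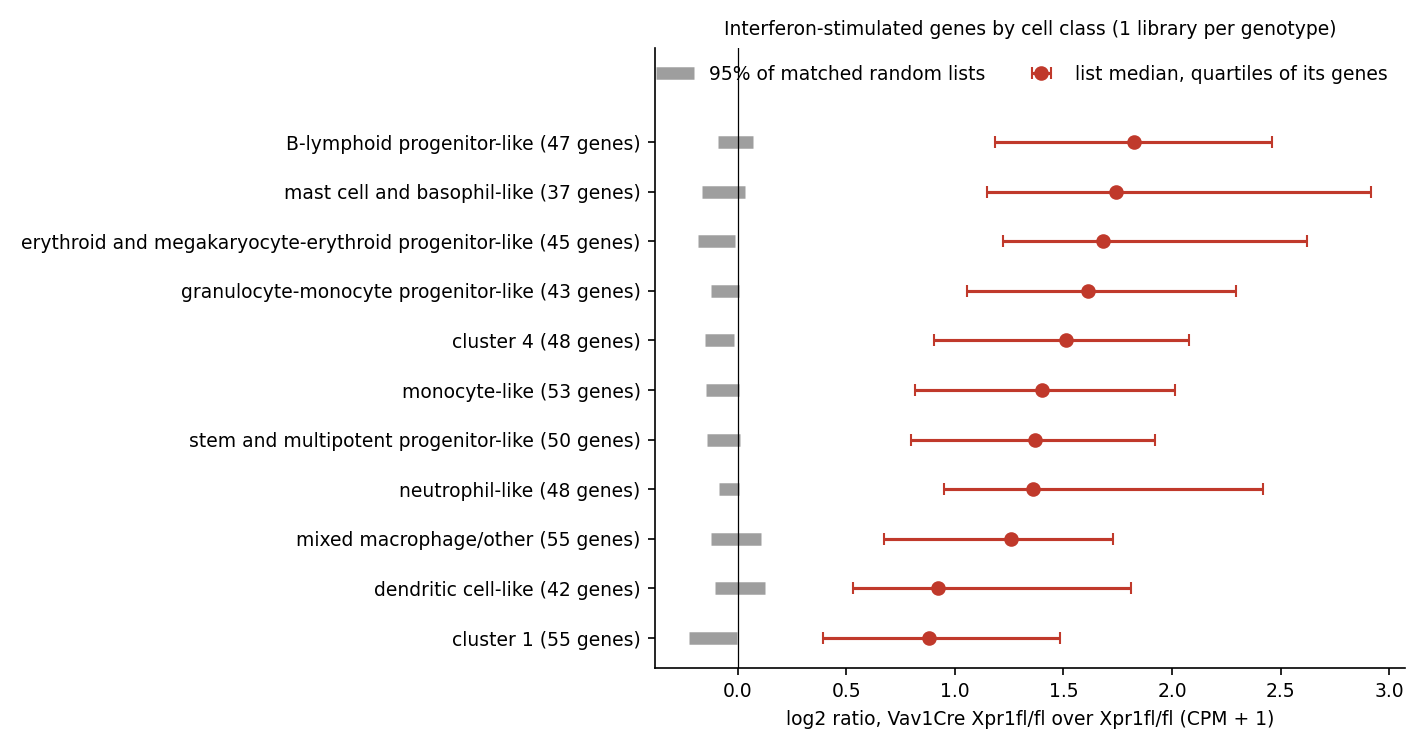
Median log2 ratio of the interferon-stimulated genes, Cre+ over control (x axis), in each group of cells with at least 50 cells per library (y axis, number of genes measured), with whiskers from the lower to the upper quartile of the genes and gray bars for the central 95% of 10000 matched random lists. Medians ran from 0.88 to 1.82, all to the right of the gray bars.

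Monocyte-like cells of the Cre+ library had higher interferon-stimulated, globin and MHC class I transcripts, whereas the monocyte genes had a median ratio near 0. Of 53 interferon-stimulated genes, 47 were at least 1.5-fold higher and none lower. Isg15 was at 9.57 CPM (8.26–11.0) and 114 CPM (109–118), Oas3, a sensor of double-stranded RNA, at 4.23 CPM (3.38–5.24) and 53.1 CPM (50.0–56.3), Oasl2 at 8.36 CPM (7.14–9.74) and 73.0 CPM (69.4–76.7) and Lgals3bp at 6.30 CPM (5.24–7.50) and 51.0 CPM (48.0–54.1). Hpgd was among the lowest ratios, with 53.04 CPM (49.9–56.3) and 15.1 CPM (13.5–16.8), as were Apoe with 398 CPM (389.6–407) and 141 CPM (136–146) and Apoc1 with 107 CPM (103–112) and 50.1 CPM (47.2–53.2).

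Ifi27l2a was at 183 and 1256 CPM, Rtp4 at 9.62 and 66.6 CPM and Irf7, a transcription factor of the interferon response, at 14.0 CPM (12.4–15.8) and 72.3 CPM (68.7–76.0). MHC class I genes had 7 of 12 higher (median 0.61), the integrated stress response 3 of 11 (median 0.42), and glycolysis and hypoxia genes 2 of 14 (median 0.40), all above every matched random list. Monocyte genes had a median of 0.01: Lyz2 was at 7877 and 7338 CPM, Ly6c2 at 1099 CPM (1085–1114) and 1524 CPM (1508–1541), and the chemokine receptor Ccr2 at 433 CPM (424–442) and 294 CPM (286–301). Lysosomal genes had a median of 0.03 and Dnase2a was at 34.4 CPM (31.8–37.0) and 35.9 CPM (33.4–38.6). Further low ratios were those of Wfdc17 with 135 and 55.5 CPM, Ncam1 with 69.3 and 30.1 CPM, Inpp4b with 56.7 and 26.8 CPM, the fungal receptor Clec7a with 232 and 113 CPM and Atp11a with 56.6 and 28.2 CPM. Dcp2 with 63.2 and 31.7 CPM and Ythdc2 with 52.7 and 26.0 CPM were also among them. Hba-a1 at 23.5 and 125 CPM, Hba-a2 at 20.7 and 99.1 CPM and Hbb-bs at 57.6 and 288 CPM were among the highest ratios, and all 4 globins measured were higher (median 2.25, from 1.38 to 3.07 between settings); Hba-a1 and Hba-a2 are near-identical copies, so the split of counts between them is uncertain. These globin UMIs sat in few cells: in the Cre+ library 85.1% of them were in 9 of 858 monocyte-like cells, and the median cell had 76.5 CPM of globin transcripts against 53.1 CPM in the control.

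In GMP-like cells, interferon-stimulated genes were again higher. Of 43 interferon-stimulated genes, 39 were at least 1.5-fold higher and none lower, with a median of 1.61, or 1.63 when Ifit1 and Oasl1, which had no control UMI, are set at the bound that 3 counts give. Between settings the median ran from 0.56 to 1.81. Ifi27 was at 12.1 CPM (10.8–13.5) and 159.7 CPM (154–166), Ifitm3 at 6.56 CPM (5.62–7.61) and 52.4 CPM (49.1–55.8) and Bst2 at 46.4 CPM (43.8–49.1) and 146 CPM (140.2–151). The neutrophil granule gene Ngp was at 42.5 CPM (40.04–45.1) and 55.2 CPM (51.8–58.7) and Lyz2 at 163 CPM (159–168) and 185 CPM (179–192). The log2 ratio of Ngp, 0.37, ran from 0.22 to 1.20 between settings.

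These last genes, apart from Bst2, were named by the study between its GMP clusters; the list was chosen on these samples and is not independent evidence, and its median here was 1.59 with 2 of 4 at least 1.5-fold higher. Slfn2 was at 35.0 and 82.0 CPM, Rnf213 at 40.8 and 77.0 CPM and the immunoproteasome subunit Psmb9 at 28.3 and 53.6 CPM, and MHC class I genes had 5 of 11 higher (median 0.57). Elane was at 5756 and 6355 CPM, Prtn3 at 8963 and 9421 CPM and Ms4a3 at 1406 and 1492 CPM. The lowest ratios were those of Dcp2 with 57.8 CPM (54.9–60.8) and 28.0 CPM (25.6–30.5), the histone gene H2ac24 with 358 CPM (351–366) and 228 CPM (221–235), Slc24a3 with 58.3 and 39.8 CPM, Lrrc8d with 52.8 and 39.6 CPM, Uba52 with 212 and 161 CPM and Dach1 with 105 and 80.3 CPM. H2ac4, Ssbp2, Cemip2 and Prom1, the other low ratios named by the rule, were 1.24- to 1.28-fold lower. Lysosomal genes had a median of 0.09. Globins had the highest list median in these cells, 3.54 (from 0.34 to 4.63 between settings), with Hba-a1 at 11.1 and 173 CPM, Hba-a2 at 12.1 and 153 CPM, Hbb-bt at 15.54 and 190.1 CPM and Hbb-bs at 34.0 and 346 CPM. Of the Cre+ globin UMIs, 91.3% were in 7 of 696 cells, and the median cell had 67.3 CPM against 38.4 CPM in the control.

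To compare the macrophage states, cells of the Cre+ library with at least 5 C1q UMIs (Mo/Macs, 202 cells, 195 of them from the monocyte/macrophage-like cluster) were set against the 226 control macrophage-like cells. The Cre+ Mo/Macs had far lower Kupffer cell transcripts, lower lysosomal and mitochondrially encoded transcripts and higher monocyte and interferon-stimulated transcripts. Vcam1 (chromosome 3, 116110020–116129688), an adhesion receptor for erythroblasts, was at 1097 CPM (1070.0–1124) and 0.894 CPM (0.244–2.29), Timd4 at 468 CPM (451–486) and 1.56 CPM (0.629–3.22), and Clec4f, a Kupffer cell lectin (chromosome 6, 83644542–83656116), at 141 CPM (131–151) and 1.12 CPM (0.363–2.61). Dnase2a (chromosome 8, 84908755–84911703) was at 170.4 CPM (159.9–181) and 66.2 CPM (58.8–74.1), and the lysosomal protease gene Ctsd (chromosome 7, 142375910–142387827) at 2569 CPM (2528–2611) and 825 CPM (798–852). Ly6c2 was at 9.10 CPM (6.82–11.9) and 174 CPM (162–187), S100a6 at 14.8 CPM (11.8–18.2) and 454 CPM (434–474) and Isg15, chosen after its values were seen, at 39.0 CPM (34.1–44.4) and 539.8 CPM (518–562).

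Of 17 Kupffer cell identity genes, 17 were at least 1.5-fold lower (median −4.13, percentile 0); C1q genes were the gate and were left out. Cd5l was at 2176 CPM (2138–2214) and 0.894 CPM (0.244–2.29), Fcna at 869 and 4.69 CPM, Cdh5 at 304 CPM (289.5–318) and 3.58 CPM (2.04–5.81) and Mrc1 at 728 CPM (707–751) and 40.7 CPM (35.0–47.0). Thrb had 187 CPM (176–198) and 0 UMIs in the Mo/Macs, which is at least 279-fold lower against the floor of 3 counts. Ank2 at 385 and 1.12 CPM, Gfra2 at 207 CPM (196–219.5) and 0.224 CPM (0.00566–1.25), Il18bp at 409 and 2.46 CPM, Dysf at 170.0 CPM (159.6–181) and 0.447 CPM (0.0541–1.61) and Samd4 at 281 and 2.01 CPM were also among the lowest ratios. Control cells were chosen as macrophages by their clusters and Cre+ cells by C1q within 3 classes. Cd5l, Fcna, Vcam1, Ank2, Thrb, Dysf and Samd4 lead the main control macrophage sub-cluster, so their direction follows from how the cells were grouped. Most of the Kupffer cell list, including Timd4, Clec4f, Vsig4, Marco, Mrc1, Cd163, Folr2, Slc40a1, Adgre1 and Mertk, also belongs to the fixed markers that name macrophages, as does Spic. The result of that list therefore largely follows from the grouping. Isg15 and Cxcl10 lead the monocyte/macrophage-like cluster. They did not build it, but interferon-induced genes outside the list could, so their direction is not independent of the grouping. Whole-library values do not depend on this grouping. Erythroblastic island genes had 13 of 16 lower and 2 higher (median −2.04), and efferocytosis genes 12 of 15 lower and 2 higher (median −1.62). Of 22 lysosomal genes, 13 were lower and none higher (median −0.85, percentile 0.01), including the proteases Ctsb with 3436 and 1439 CPM and Lgmn with 1470.1 and 416 CPM. Kupffer cell transcription factors had 7 of 12 lower and 1 higher (median −0.99). Maf was at 601 CPM (581–621) and 471 CPM (451–491), Id3 at 243 CPM (230.4–256) and 199 CPM (186–213), Spic at 268 CPM (255–281) and 141 CPM (130.2–152) and Nr1h3 at 211 CPM (199–223) and 95.7 CPM (86.8–105), whereas Rxra was at 144 CPM (135–154) and 42.0 CPM (36.2–48.5) and Zbtb4 at 84.9 CPM (77.5–92.7) and 13.4 CPM (10.2–17.3). The ratio of Id3 reversed among cells without a Y-linked UMI. Mitochondrially encoded genes had 11 of 13 lower (median −0.73, percentile 0.39). Monocyte genes had 11 of 16 higher (median 1.70), with Ccr2 at 13.6 CPM (10.7–16.9) and 66.8 CPM (59.5–74.9), Itgam at 34.9 CPM (30.2–40.01) and 102 CPM (93.2–112), S100a4 at 4.47 and 114 CPM and Lyz2 at 1101 and 2935 CPM, while Csf1r was at 999 and 364 CPM. With the mixed sub-clusters kept the monocyte median was 0.26, and the log2 ratio of Ccr2 ran from 0.11 there to 5.21 in deep cells without a Y-linked UMI. The direction of the monocyte genes is not independent of the grouping either. The monocyte/macrophage-like cluster was named partly by raised monocyte markers, and a sub-cluster led by Vcan and Ccr2 was kept out of the macrophage-like class. Interferon-stimulated genes had 36 of 56 higher and 2 lower (median 1.08), with Ly6a at 1.20 and 84.0 CPM, Ms4a4c at 8.07 and 193 CPM, Oasl1 at 5.67 and 112 CPM, Cxcl10 at 6.87 and 119.8 CPM and Ifitm3 at 312 and 2618 CPM. The chemokine Ccl5 was at 0.172 CPM (0.00435–0.957) and 106 CPM (96.6–116), the cystine transporter Slc7a11 at 1.03 CPM (0.378–2.24) and 76.9 CPM (69.0–85.5) and Clec4d at 10.3 and 174 CPM. Cholesterol and LXR targets had 9 of 14 lower and 5 higher (median −1.21), with Apoe at 3544 and 729.8 CPM and the cholesterol exporter Abca1 at 723 and 83.1 CPM; heme and iron genes had 9 of 17 lower and 6 higher (median −0.92, from −1.27 to −0.58 between settings), with Hmox1 at 2309 and 1049 CPM. Proliferation genes had 14 of 17 higher (median 0.84, from 0.47 to 1.78 between settings), the integrated stress response 8 of 11 (median 0.84) and MHC class II genes 4 of 7 with 1 lower (median 1.44, from 0.29 to 3.46 between settings), with Cd74 at 21.6 CPM (18.0–25.8) and 151 CPM (139–162). Globin transcripts were at 5784 CPM in control macrophage-like cells and 3256 CPM in the 363 Cre+ cells of the whole monocyte/macrophage-like cluster, where 77.0% of them were in 4 cells, and the median cell had 1158 and 194 CPM. The cells compared come from different clusters in the 2 libraries, and without the monocyte/macrophage-like cluster only 7 gated Cre+ cells remained, too few for a value.

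**Figure D3:**
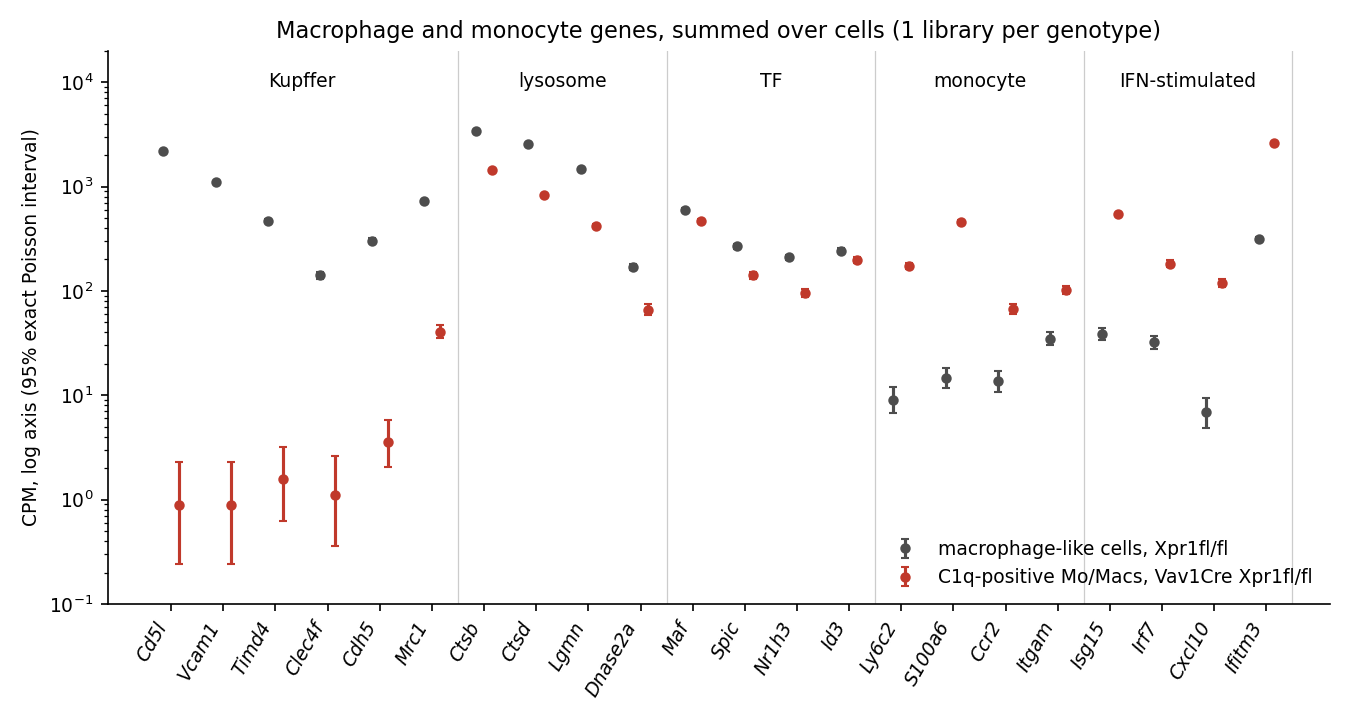
Summed expression (y axis, CPM on a log axis) of named genes (x axis) in 226 control macrophage-like cells (gray) and 202 Cre+ Mo/Macs (red), 1 library per genotype; whiskers are 95% exact Poisson intervals and TF stands for transcription factors. Kupffer genes such as Timd4 (468 and 1.56 CPM) lie far apart, whereas Maf (601 and 471 CPM) and Id3 (243 and 199 CPM) lie close together. Spic (log2 ratio −0.92) and Nr1h3 were also lower in Mo/Macs. Of 12 Kupffer cell transcription factors, most of them not drawn, 7 were at least 1.5-fold lower (median −0.99).

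Interferon genes themselves were scarcely detected. Of the 21 interferon genes in the gene list, 5 had any UMI over all kept cells. Ifnb1 (chromosome 4, 88522025–88522794) had 0 UMIs in the control and 72 in the Cre+ library, where they came from 3 cells. Of these, 67 were in a single monocyte/macrophage-like cell of 20501 UMIs, 4 in a cell of cluster 1 and 1 in a monocyte-like cell, and none of the 3 cells had a C1q UMI. Ifnk had 22 and 14 UMIs, Ifng 12 and 7, Ifnz 5 and 0 and Ifnab 2 and 2, and every Ifna gene measured had 0 in both libraries. A count of 0 allows up to 0.0139 CPM in the control and 0.0189 CPM in the Cre+ library.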

Values the study reported

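The study loaded about 17,000 cells per library and sequenced about 50,000 reads per cell on average. Its clustering gave 16 clusters, and a further clustering of a subset of the cells gave 9.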

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

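The tests of free RNA and of the mixed sub-clusters were chosen only after the result was seen.

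Barcodes that no comparison uses showed the interferon-stimulated signal too. Among barcodes removed by the cell filters (2224 control, 2147 Cre+), the list had a median log2 ratio of 1.34, with 43 of 52 genes at least 1.5-fold higher and none lower. Among those removed as doublets (226 and 347), the median was 1.21, with 48 of 54 genes higher and none lower. These barcodes come from the same 2 libraries, so they are not independent support.

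Interferon-stimulated transcripts were higher in every class compared. Whether free RNA from the monocyte/macrophage-like cells was the whole source was not decided. In B-lymphoid progenitor-like cells, 17 interferon-stimulated transcripts had a median excess over the control of 9.06% of their level in monocyte/macrophage-like cells (quartiles 7.89–16.0). For 125 other transcripts abundant there, it was 0.797% (quartiles 0.119–2.26). Control cells may release many of these other transcripts as well, and that part was subtracted, so their lower excess does not exclude free RNA. Scaling is argued against, since the lowest class median under either scaling was 0.89, and so is the sex makeup of the pools, since the median among cells with a Y-linked UMI was 1.35. Genotype and a difference between the pools or libraries cannot be told apart with 1 library per genotype. Nor can Xpr1 deletion be told apart from an effect of the Cre transgene, which the control lacks. An effect of Xpr1 deletion on interferon signaling therefore remains an untested hypothesis here. The study separately reported higher interferon-stimulated genes in bulk RNA-seq of FL macrophages from Mrc1Cre Xpr1fl/fl embryos.

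Macrophage-like cells were almost absent from the Cre+ library. Their loss in filtering or doublet removal is argued against: of 1157 thinned Cre+ barcodes that were removed, 0% had at least 3 of the 6 macrophage transcripts, which allows up to 0.259%, against 6.98% of 1046 in the control. Their inclusion in the mixed sub-clusters is argued against as well, since 0% of the 109 mixed Cre+ cells had 3 of the 6, which allows up to 2.75%, against 48.1% (38.3–58.0) of the 106 mixed control cells and 90.7% (86.1–94.2) of control macrophage-like cells. Macrophages present without the transcripts that name them stay open: thinned cells with at least 2 C1q UMIs were 3.73% (3.26–4.23) of the Cre+ against 5.20% (4.68–5.76) of the control library, but the unthinned intervals overlapped, and C1qb was itself at 2438 CPM in control macrophage-like cells and 948 CPM in gated Cre+ cells, so the lower share, set beforehand as evidence against this, does not exclude it. In these data alone, genotype and pool stay open for the same reason as above. The study itself reported loss of FL macrophages by flow cytometry and imaging in Vav1iCre Xpr1fl/fl embryos. It reported the same by flow cytometry in Xpr1LacZ/LacZ embryos.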

How the results depend on the processing

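The settings with the control's limits in both libraries, with deep cells lacking a Y-linked UMI, with mixed sub-clusters kept, without the monocyte/macrophage-like cluster in the gate and with C1q-low monocytes were chosen only after the data were seen. For 12 main results, 156 values under 22 settings were computed: 129 lay within the interval of the main value, 27 moved and 0 reversed. For 123 others, 1579 of 1860 values lay within it, 276 moved and 5 reversed. A change of sign counted as reversed only for list medians at an end of the matched random lists and genes whose counting interval excluded 0. Shares of cells could not count as reversed, although the direction between libraries could change, as for the erythroid class. The interferon-stimulated median ran from 0.84 to 1.38 over all cells, 0.74 to 1.49 in monocyte-like and 0.56 to 1.81 in GMP-like cells, and the Kupffer cell identity median from −2.18 to −1.18 over all cells and −4.57 to −3.09 in Mo/Macs. The control share of macrophage-like cells was 2.96% with fixed limits, 1.82% without doublet removal, 2.00% with the control's limits in both libraries, 2.92% at resolution 1.0, 4.08% with 30 components, 2.93% with 2000 variable genes, 2.11% in deep cells without a Y-linked UMI and 4.96% with mixed sub-clusters kept. The Cre+ share was 0% in cells with a Y-linked UMI and 1.76% with mixed sub-clusters kept. The Cre+ share of monocyte/macrophage-like cells was 6.98% with fixed limits, 14.8% with all variable genes and 6.89% with 2000. At least 3 of the 6 transcripts were in 3.63% of control cells with fixed limits, 3.53% with a Y-linked UMI, 1.71% of deep cells without one, 2.29% thinned to 1500 UMIs and 4.26% unthinned, and in 0% of Cre+ cells in all 7 alternatives. With a pseudocount of 10 CPM the interferon-stimulated median was 0.84 over all cells, 0.74 in monocyte-like and 0.56 in GMP-like cells and 0.56 in the lowest class, and the Kupffer median was −1.18 over all cells and −3.09 in Mo/Macs, since a larger pseudocount shrinks ratios of low genes. At resolution 0.3 the monocyte-like median was 0.92, and the lowest class median was 0.57 with fixed limits and 0.47 with all variable genes. Reversed were the whole-library globin median (−0.17 with the control's limits in both libraries, −0.23 in cells with a Y-linked UMI), the whole-library transcription factor median (0.00133 in deep cells without a Y-linked UMI), Id3 in Mo/Macs (0.13 in the same cells) and Prg3 over all cells (0.25 as a mean over cells). Apart from the pseudocount, the cause was not tested. The alternative of female cells by Xist was not run, since Xist was not among the genes used here; resolution 0.3 gave no B-lymphoid cluster, and the gate without the monocyte/macrophage-like cluster gave no value. No paired analysis was possible because each genotype had 1 library and no test was made.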

Other observations

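The 4 tests of transcripts beside the transgene site were chosen only after the result was seen.

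Unnamed cluster 1, led by Id3, Hpgd and Ly86, had lower MHC class II and higher interferon-stimulated transcripts in the Cre+ library. Of 9 MHC class II genes, 7 were at least 1.5-fold lower and none higher (median −0.99), including Cd74, the invariant chain, with 126 CPM (122–131) and 63.3 CPM (60.2–66.5), and H2-Aa with 39.5 CPM (37.1–42.0) and 10.6 CPM (9.33–11.9). The cytokine receptor Flt3 was at 69.3 CPM (66.1–72.6) and 20.05 CPM (18.3–21.9) and the transcription factor Bach2 at 97.6 CPM (93.8–102) and 26.9 CPM (24.9–29.1). Apoe was at 430.5 and 109 CPM, and the study's 5 progenitor genes, chosen on these samples and not independent evidence, had 4 lower (median −0.85), among them Hpgd with 194 and 60.3 CPM, which leads the cluster; over the whole library their median was −0.16. On the higher side, Hmox1, which degrades heme, was at 17.0 CPM (15.4–18.7) and 83.8 CPM (80.3–87.5), the lipase Lpl at 15.7 CPM (14.2–17.3) and 74.0 CPM (70.6–77.4), and Ly6c2 at 91.6 and 233 CPM. Heme and iron genes had 5 of 16 higher (median 0.47), glycolysis and hypoxia genes 6 of 14 (median 0.53), and dissociation stress genes 4 of 15 lower (median −0.48), with Fosb at 120.4 and 40.3 CPM. Globins had a median of 2.30, and 75.2% of the Cre+ globin UMIs were in 8 of 768 cells.

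Of the interferon genes, 2 were measured over the whole library; their median was 0.26, or 2.50 with Ifnb1 at the bound of 3 counts in the control, and 67 of the 72 Cre+ counts of Ifnb1 were in 1 cell.

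Some directions differ from those in the study's text. Ngp, Lyz2, Ifitm3 and Ifi27 were higher in GMP-like cells of the Cre+ library. The study's text gives them as higher in the control, and its figure legend numbers those clusters the other way round. No eosinophil-like cluster formed, and Epx and Prg3 were not higher in the Cre+ library in summed counts, whereas as means over cells both were, with log2 ratios of 0.55 and 0.25; between settings Epx ran from −0.39 and Prg3 from −0.46 to these values. The study noted a seemingly larger eosinophil cluster in its Cre+ sample, which its own flow cytometry did not bear out. The globin-high erythroid cluster held a larger share of the Cre+ library, the direction the study gives. Its Cre+ cells had a median of 4757.5 UMIs against 25327 in the control, and the lower UMI limit differed between the libraries. Both the clusters and their names were rebuilt here.

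Commd10 (chromosome 18, 46958819–47087995) was higher and Dcp2 (44380500–44424969) and Ythdc2 (44827730–44889720) were lower in the Cre+ library in all 10 groups with at least 100 cells per library; over all cells they were at 28.0 and 70.6 CPM, 59.2 and 29.8 CPM and 29.7 and 15.4 CPM. The Vav1-iCre transgene is known to lie in Commd10, so an effect of the insertion or of a linked segment is a candidate explanation. Sex makeup and class makeup are argued against, since the smallest ratio was 0.90 in size on the log2 scale among cells with a Y-linked UMI and 0.43 inside the groups, and so is free RNA, since in B-lymphoid progenitor-like cells the differences would need at least 40.3% (18.97 at the lower end of counting error) of library RNA, whereas 8 abundant neutrophil transcripts were there at no more than 3.37% of their library level. Of 10609 windows of 5 Mb to each side of other genes, 2.01% held as many genes differing in every group, but the window was centered on 1 of the 3 genes that drew attention, so this does not decide. Insertion, linked variants and Xpr1 deletion cannot be told apart, since the control carries neither the transgene nor the deletion. More libraries of the same genotypes would not separate them.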
